# Six weeks' sebacic acid supplementation improves fasting plasma glucose, HbA1c and glucose tolerance in db/db mice

**DOI:** 10.1111/j.1463-1326.2010.01308.x

**Published:** 2010-12

**Authors:** M Membrez, C J Chou, F Raymond, R Mansourian, M Moser, I Monnard, C Ammon-Zufferey, K Mace, G Mingrone, C Binnert

**Keywords:** glucose metabolism, liver, type 2 diabetes

## Abstract

**Aim:** To investigate the impact of chronic ingestion of sebacic acid (SA), a 10-carbon medium-chain dicarboxylic acid, on glycaemic control in a mouse model of type 2 diabetes (T2D).

**Methods:** Three groups of 15 db/db mice were fed for 6 weeks either a chow diet (Ctrl) or a chow diet supplemented with 1.5 or 15% (SA_1.5%_ and SA_15%_, respectively) energy from SA. Fasting glycaemia was measured once a week and HbA1c before and after supplementation. An oral glucose tolerance test (OGTT) was performed at the end of the supplementation. Gene expression was determined by transcriptomic analysis on the liver of the Ctrl and SA_15%_ groups.

**Results:** After 42 days of supplementation, fasting glycaemia and HbA1c were ∼70 and 25% lower in the SA_15%_ group compared with the other groups showing a beneficial effect of SA on hyperglycaemia. During OGTT, plasma glucose area under the curve was reduced after SA_15%_ compared with the other groups. This effect was associated with a tendency for an improved insulin response. In the liver, Pck1 and FBP mRNA were statistically decreased in the SA_15%_ compared with Ctrl suggesting a reduced hepatic glucose output induced by SA.

**Conclusion:** Dietary supplementation of SA largely improves glycaemic control in a mouse model of T2D. This beneficial effect may be due to (i) an improved glucose-induced insulin secretion and (ii) a reduced hepatic glucose output.

## Introduction

Insulin resistance is the hallmark of type 2 diabetes (T2D) and leads to the inability for the body to utilize glucose properly. In diabetic patients, fasting glycaemia is increased and in the postprandial state, insulin fails to completely suppress hepatic glucose production (HGP). It is well established that increased HGP, rather than decreased peripheral glucose uptake is responsible for fasting hyperglycaemia [1–4]. Even though the relative contribution of gluconeogenesis (GNG) and glycogenolysis to HGP is debated in T2D, it is established that GNG contributes to hyperglycaemia both in fasting and postprandial states.

Sebacic acid (SA) is a 10-carbon medium-chain dicarboxylic acid (MCDA) chemically very close to its monocarboxylic medium-chain lipid counterpart (decanoÏc acid). Its caloric content is 6.6 kcal/g and it seems to behave metabolically like a lipid: once in the body, MCDA is, either partially *β*-oxidized to suberic and adipic acids in the peroxisomes and/or to succinic acid in the mitochondria [5,6] or directly excreted into the urine [7,8]. SA is very rarely ingested as such because barely available in usual food but present in low amounts in honey [9] and concentrations of MCDA can be increased via *ω*-oxidation of ingested medium-chain *mono*carboxylic acids [10–12]. Even though sebacic and dodecanedioic acids (the dicarboxylic acid with 12 carbons) are not classified as classical nutrients, they have been proposed as an alternative substrate to glucose for critically ill patients and T2D because MCDA provide rapidly available energy [13,14]. More recently, SA intake in a mixed meal has been shown to decrease postprandial glycaemia and hepatic glucose output in T2D patients [15]. Nevertheless, the mid- and long-term benefits of oral SA intake on glycaemic control are unknown. This study was therefore conducted in order to evaluate the possible antidiabetic properties of supplemented SA and to spread light into its mechanism of action. We compared the impact of two doses of SA supplementation on fasting glycaemia, HbA1c, glucose tolerance and liver gene expression in a mouse model of T2D (db/db BKS mouse) after 6 weeks of supplementation.

## Research Design and Methods

### Animals, Diet and SA Supplementation

Forty-five 6–8 week old male BKS.Cg-m+/+Leprdb/J *db*/*db* mice (Charles River Laboratories, France) were housed individually. After 2 weeks of habituation, mice were randomized into three groups (n = 15/group) based on their (i) basal plasma glucose levels after a 6-h fasting period and (ii) body weight. Differences between groups' median were smaller than 1.2 mmol/l (8%) for glycaemia and 0.5 g (1%) for body weight. The control group mice were given free access to a chow diet (diet 3437, Kliba Nafag, Basel, Switzerland: ∼31, 11 and 58% of energy from protein, fat and carbohydrate, respectively); 7.76 g/kg food (∼1 g/kg body weight/day) of SA were added in the chow food for the second group (SA_1.5%_), corresponding to 1.5% supplementary energy coming from SA. The third group (SA_15%_) received the chow diet where 77.6 g/kg food SA were added (∼10 g/kg body weight/day), corresponding to 15% energy coming from SA. All animals had free access to water and food all along the study.

SA was bought from Hengshui Dongfeng Chemical (HengShui City, Hebei Province, China) and its purity was 100 ± 0.5%.

Throughout the 42-day supplementation period, body weight, water and food intake were recorded weekly. Body composition of each animal was measured in a conscious state on days −1 and 31 using an EchoMRI™ 3-in-1 (Echo Medical Systems, Houston, TX, USA). Six hours fasting glycaemia was measured weekly and insulin concentrations were measured at days 1, 14 and 42 during supplementation period. Oral glucose tolerance tests (OGTTs) were conducted in overnight fasted (15 h) mice on day 36. On day 42, 6 h fasted mice were killed for tissue collection.

Livers were collected immediately after exsanguination by portal puncture and flash frozen in liquid nitrogen. All procedures were approved by the cantonal veterinary authorities (Lausanne, Switzerland) under authorization number 2191.

### Oral Glucose Tolerance Test

OGTT was performed at the end of the supplementation period. Mice were fasted for 15 h starting at 17:00 hours. After measuring fasting glucose concentration in blood obtained by tail incision, using an Ascensia Elite XL glucometer (Bayer AG, Zurich, Switzerland), animals were given a glucose solution at 1.5 g/kg (wt/BW) by oral gavage at time 0. Blood glucose was measured after 15, 30, 60 and 120 min. Blood was also collected in EDTA coated tubes at 0, 15 and 60 min for insulin analyses.

### Liver Biochemistry

Total lipids were extracted from 200 mg frozen liver according to Folch et al. [16]. Triglycerides (TG) were first hydrolysed in a basic solution (0.5 N KOH in ethanol) and then measured using a commercial enzymatic triglyceride analysis kit (PAP 150, BioMérieux, Marcy l’Etoile, France). Total cholesterol (Roche Diagnostics, Basel, Switzerland) was measured following manufacturer's instructions. For glycogen, flash frozen liver (50–100 mg) was incubated in 2 ml 30% KOH for 15–30 min in a boiling water bath. After homogenization, glycogen was precipitated with 3 ml 96% ethanol followed by a centrifugation at 10 000 *g* for 10 min. Pellets were resuspended in 1 ml distilled water for the amyloglucosidase digestion. Samples (200 µl) were incubated in 1.8 ml of lyophilized amyloglucosidase dissolved in acetate buffer (0.2 M, pH 4.8 at a final concentration of 10 U/ml) for 2 h at 40 °C. The resulting glucose solution was then measured with a Quantichrom Glucose Assay Kit (BioAssay Systems, Hayward, CA, USA).

### Plasma Biochemistry

Plasma triglyceride (PAP 150, BioMérieux), non-esterified fatty acids (FAs) (Wako, Neuss, Germany), insulin (IBL, Hamburg, Germany) and adiponectin (Millipore Corporation, Billerica, MA, USA) levels were measured using commercial kits. Plasma alanine (#DF43A) and aspartate (#DF41A) transaminases activity were measured using the Dimension Xpand Plus (Siemens HealthCare Diagnostics, Deerfield, IL, USA). HbA1c (#DF105) percentage was determined using the Dimension Xpand Plus (Siemens HealthCare Diagnostics) with 100 µl of fresh total blood.

### Gene Expression Analysis

#### Total RNA Extraction, Labelled-cRNA Synthesis and Hybridization

Liver tissue samples (∼10 mg wet weight) were disrupted and homogenized in lysis buffer using a FastPrep instrument and lysing tubes containing ceramic beads (MP Biomedicals, Irvine, CA, USA). Total RNA was then extracted and purified with the RNAdvance Tissue Kit (Agencourt, Beverly, MA, USA) through an automated procedure on a robotic station. After extraction, RNA quality was checked for RNA integrity numbers ≥8 by Agilent 2100 Bioanalyser (Agilent Technologies, Palo Alto, CA, USA). All cRNA targets were synthesized, labelled and purified according to the Illumina TotalPrep RNA amplification protocol (Applied Biosystems/Ambion, Austin, TX, USA) through an automated procedure originally deployed for Affymetrix sample preparation that was adapted for Illumina [17]. Briefly, 200 ng of total RNA was used to produce double-stranded cDNA, followed by an *in vitro* transcription, and by cRNA labelling with biotin. This method is based on the Eberwine T7 procedure [18]. Prior to the hybridization on the arrays, 750 ng of biotin labelled cRNAs was added to the hybridization mix, which contained control oligonucleotides (such as negative and hybridization controls), hybridization buffer and water. Then, 15 µl of each hybridization mix was dispensed on the arrays. After an overnight hybridization (16 h, 58 °C), the arrays were washed to remove non-hybridized material, and stained with Streptavidin–Cy3 which bind to biotin. All samples were analysed with MouseRef-8 v1.1 Expression BeadChips (Illumina, San Diego, CA, USA), which interrogate 24 600 transcripts.

#### Microarray Processing and Data Acquisition

Scanning was performed using the BeadArray Reader (Illumina), which provides intensity values for all transcripts, measuring the signal emitted by the Streptavidin–Cy3 conjugates responding to a laser excitation. Signal intensities were extracted and summarized in the BeadStudio software (Illumina). Raw data were expressed as absolute signal intensities.

### Statistical Analysis

Data are presented as median ± standard error of the median (s.e.median). The s.e.median was computed based on the robust standard deviation: Sn of Rousseeuw, p values were corrected for multiplicity of test (Sidak–Bonferroni procedure). Insulinaemia, HbA1c, other plasma parameters, OGTT [time 0 and area under the curve (AUC)], liver parameters, NMR data were analysed with non-parametric tests, that is, Wilcoxon tests (estimated difference by Hodges–Lehmann). The change on HbA1c is tested against 0 for each group by Wilcoxon signed-rank tests. The software R 2.6.1 was used to perform the analysis [19]. For mRNA expression, quality control and statistical analysis of microarray data were carried out with Partek software (Partek, St. Louis, MO, USA). After quantile normalization and a log2 transformation, quality control of the data was performed with a Pearson correlation matrix and a principal component analysis on all probes to help determine possible outliers. To assess which transcripts were differentially expressed between SA_15%_ and control groups, a one-way analysis of variance (ANOVA) was performed, followed by a global error assessment (GEA) [20]. The GEA results in a robust mean squared error (MSE), which replaces the current MSE from the classical ANOVA, a new *F* statistic is recalculated and a robust p value derived.

## Results

### Body Weight and Body Composition

After the end of the supplementation, neither body weight (44.4 ± 0.9, 44.1 ± 1.3 and 43.5 ± 0.7 g) nor % body fat (58.4 ± 0.7, 59.7 ± 0.9 and 58.7 ± 0.6% BW) was different among groups for the Ctrl, SA_1.5%_ and SA_15%_ groups, respectively.

### Food and Water Intake

Cumulated food intake over the 42 days was reduced (p < 0.05) in the SA_15%_ group compared to others (513.4 ± 13, 611.3 ± 15.6 and 582.1 ± 12.2 kcal, for the SA_15%_, Ctrl and SA_1.5%_ groups, respectively). At day 36, water intake was higher (p < 0.001) in the Ctrl (11.9 ± 1.2 ml) and SA_1.5%_ (10.2 ± 1.5 ml) than in the SA_15%_ group (4.0 ± 0.4 ml).

### Fasting Glycaemia, Insulinaemia and HbA1c

Glycaemia evolution during supplementation is depicted in figure 1. We observed a significant increase in glycaemia over the 6 weeks' period of the trial in the non-supplemented and SA_1.5%_ groups. On the opposite, in the SA_15%_ group, fasting glycaemia plateaued at a value very close to the presupplementation values, leading to a 40% difference compared to the non-supplemented and the SA_1.5%_ group at day 42 (p < 0.01). Fasting plasma insulin concentrations were reduced during the course of the trial without any differences between groups: for the Ctrl, SA_1.5%_ and SA_15%_ groups it decreased from 982 ± 167, 1148 ± 148 and 918 ± 121 pm/l before supplementation to 145 ± 44, 184 ± 35 and 173 ± 43 pm/l after supplementation, respectively. The long-term glucose control was also evaluated by measuring HbA1c (Table 2). Briefly, there was no difference in HbA1c between groups before supplementation, the Control (Ctrl) and SA_1.5%_ groups displayed increased (∼30%) HbA1c values at sacrifice while significant lower glycated haemoglobin was observed in the SA_15%_ group. Moreover, HbA1c values were decreased in the SA_15%_ group after supplementation compared to presupplementation values.

**Table 2:** Fasting plasma metabolites, hormones and enzyme concentrations at sacrifice (except HbA1c: pre- and postsupplementation).

	Ctrl	SA_1.5%_	SA_15%_
Presupplementation HbA1c (%)	5.3 ± 0.1	5.5 ± 0.2	5.5 ± 0.2
Postsupplementation HbA1c (%)	7.0 ± 0.3	7.0 ± 0.4	5.2 ± 0.2*†
NEFA (mM)	0.97 ± 0.05	0.92 ± 0.06	0.71 ± 0.07‡
TG (mM)	1.02 ± 0.05	1.06 ± 0.05	0.91 ± 0.06
Adiponectin (µg/ml)	7.40 ± 0.55	6.04 ± 0.51	6.66 ± 0.32
Total KB (µmol/l)	1295 ±188	1815 ± 356	2220 ± 237‡
Total cholesterol (mM/l)	2.23 ± 0.18	2.18 ± 0.11	2.91 ± 0.11*
AST (U/l)	71 ± 5	80 ± 6	98 ± 5‡
ALT (U/l)	81 ± 5	77 ± 7	84 ± 7

Data are median ± s.e.median.

KB, ketone bodies; SA, sebacic acid; TG, triglycerides.

* p value < 0.01 as compared to control group.

† Different from presupplementation.

‡ p value < 0.05.

**Figure 1:**
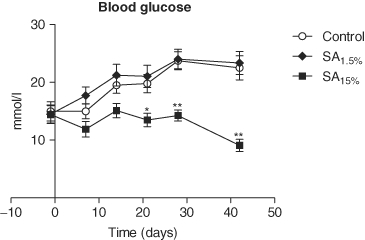
Fasting blood glucose measured weekly during the study after a 6-h food deprivation. Open circle: Ctrl, black diamond: SA_1.5%_ and black square: SA_15%_. ^*^p value < 0.05, ^**^p value < 0.01 as compared to control group.

### Oral Glucose Tolerance Test

To determine the effect of SA on whole-body glucose homeostasis, we examined glucose clearance during an OGTT. The SA_15%_ group displayed a significant improvement in glucose clearance (figure 2) resulting in ∼40% reduction in area under the glucose curve (p < 0.01). This effect was associated with a tendency for an improved insulin response in the SA_15%_ compared with the other groups. The AUC_ins_/AUC_glucose_ was approximately two times higher in the SA_15%_ group compared with the control group although it did not reached significance: 0.31 ± 0.1 vs. 0.14 ± 0.02 (pmol/l × 60 min) × (mmol/l × 60 min)^−1^ (p = 0.057).

**Figure 2:**
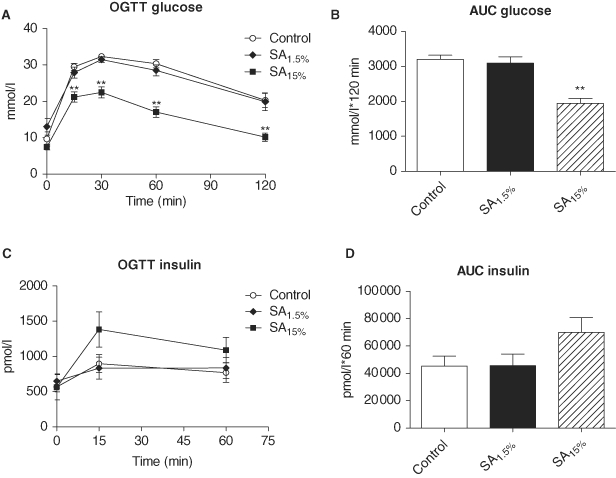
Oral glucose tolerance test measurements performed at the end of the supplementation period: (A) blood glucose, (B) area under the curve (AUC) blood glucose, (C) plasma insulin and (D) insulin AUC. Open circle: Ctrl, black diamond: SA_1.5%_ and black square: SA_15%_. ^*^p value < 0.05, ^**^p value < 0.01 as compared to control group.

### Liver Composition

As shown in Table 1, higher levels of TG were found in the liver of SA_1.5%_ (+12%) and SA_15%_ (+20%) mice compared with Ctrl, although the differences were not statistically significant (ns). Moreover, liver glycogen levels tended to be reduced in SA_1.5%_ (−25%, ns) and SA_15%_ mice (−55%, ns) compared with Ctrl. Liver cholesterol concentrations were not different between all groups.

**Table 1:** Postsupplementation (sacrifice) fasting liver TG, glycogen and cholesterol concentrations.

Liver content	Ctrl	SA_1.5%_	SA_15%_
TG (mg/g tissue)	40.1 ± 4.4	45.1 ± 2.5	47.9 ± 3.1
Glycogen (mg/g tissue)	25.0 ± 3.5	19.0 ± 2.9	11.0 ± 2.1
Cholesterol (mg/g tissue)	2.8 ± 0.1	2.7 ± 0.1	3.1 ± 0.1

Data are median ± s.e.median.

SA, sebacic acid; TG, triglycerides.

### Plasma Results at Sacrifice

As shown in Table 2, we observed significantly decreased NEFA concentrations after 15% supplementation. Neither plasma TG nor adiponectin concentrations were changed after SA supplementation. Total ketone bodies (KB) and cholesterol concentrations were significantly increased in the SA_15%_ group. Plasma ALT values were not different between groups, although AST concentrations were slightly increased in the SA_15%_, it was still in the normal range [21].

### Liver Gene Expression

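Livers of male db/db mice, which lack a working leptin receptor and become obese and diabetic, were compared between 15 control mice (Ctrl) and 15 mice given chow with sebacic acid at 77.6 g/kg food for 42 days (SA_15%). The paper gives this dose as about 10 g/kg body weight per day and the sample labels give about 9 g/kg body weight per day. RNA of each liver was hybridized to its own Illumina MouseRef-8 array, so that n is 15 mice in each group. The deposited table gives, for 25697 probes, the mean brightness of a probe's beads as an intensity without background correction, and a detection p-value against negative controls. Mean intensity per array ranged from 314 to 451 in the Ctrl group (median 396) and from 327 to 498 in the SA_15% group (median 415). Between 10984 and 11697 probes per array had a detection p-value under 0.05 in the Ctrl group and between 11213 and 11783 in the SA_15% group. The highest intensity on an array was 25523 to 35474 in the Ctrl group and 33438 to 44013 in the SA_15% group. As the paper describes, intensities were quantile normalized and log2 transformed. The number of arrays limits the precision of every value. The paper's ANOVA with a global error assessment was replaced by limma, whose moderated variance also borrows strength across probes, and was approximated in an alternative, named pooled error in what follows. Limma's p-values were adjusted by the Benjamini-Hochberg method over the 11329 probes detected on at least 15 of the 30 arrays. Gene lists fixed before the data were examined were compared with all other detected genes by camera with a preset correlation of 0.01 between genes, using for each gene its probe with the highest mean signal. Of the 36 lists, 29 had at least 5 detected genes and were tested. The calls for 3 of 8 lists held when camera estimated that correlation from the arrays: gluconeogenic enzymes, PPARγ targets with lipid droplet genes, and periportal hepatocyte markers. Each of these lists holds genes that the paper reports as changed on the same arrays. They are Pck1 and Fbp1 in the first, Pparg, Lpl, Cidea and Cidec in the second, and Pck1 in the last. These calls are thus not independent of the paper's results. All 15 Ctrl livers lay apart from all SA_15% livers on the leading principal component, which held 27.0% of the variance.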

In order to better understand the mechanism of action of SA, we performed a transcriptomic analysis of the liver by comparing the SA_15%_ group to the Ctrl. Relative gene expression values (SA_15%_/Ctrl) are presented as fold change expression followed by the interval of confidence at 99.9%. The cut-off of ±30% (SA_15%_/Ctrl) has been chosen based upon manufacturer's recommendations. Genes are statistically different when p < 0.001. Amongst the 24 600 genes tested, 288 were upregulated and 182 were downregulated. 

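The largest increases in SA_15% livers were those of Lgals3, Gsta1 and Nupr1, and the largest decreases those of Cyp4a12b, Rgs16 and Obp2a. Lgals3, which encodes galectin-3, rose by 2.37 on the log2 scale (standard error 0.33, adjusted p = 1.3e-06 from limma), from 7.65 ± 0.47 (SD, n = 15) in Ctrl livers to 10.02 ± 1.30 (SD, n = 15) in SA_15% livers. The glutathione S-transferase gene Gsta1 rose by 2.21 (standard error 0.22). Nupr1, a nuclear protein induced by stress, rose by 1.79, and all 15 SA_15% livers lay above every Ctrl liver. Chrna4, a nicotinic acetylcholine receptor subunit, rose by 1.76 and was detected in 6 of 15 Ctrl livers and in 15 of 15 SA_15% livers. Gpnmb, a glycoprotein of macrophages, rose by 1.74 and was detected in 3 Ctrl and 14 SA_15% livers. Both genes were thus at background in most Ctrl livers, where the size of a difference depends on the background, and after background correction with neqc Chrna4 differed by 2.70 and Gpnmb by 2.61. The others among the 10 largest increases were S100a11 (1.68), Cbr3 (1.52), Anxa2 (1.52), Lgals1 (1.46) and Spon2 (1.44), with 2.33 for Cbr3 after neqc and 1.00 as the mean over its probes. Of 12 detected markers of Kupffer cells and macrophages, 7 were higher, none was lower and 5 did not pass the test (8 higher when adjusted over the list alone). Camera gave this list an adjusted p = 0.013, and adjusted p = 0.49 with an estimated correlation, and 20 of 100 splits of the 30 livers into 15 and 15, the real one included, held a list median as large for its spread in any of the 29 lists. In the same livers 4 of 11 endothelial markers were higher and none was lower, and the red blood cell genes Hba-a1 and Slc4a1 rose by 0.77 and 0.23. Among the decreases, the cytochrome P450 gene Cyp4a12b fell by 1.66 (standard error 0.28), Rgs16 by 1.43, Obp2a by 1.40, Mup20 by 1.20, Cyp2d9 by 1.02, Igfbp2 by 1.01, Mup5 by 0.98 and Mmd2 by 0.91 (-1.39 for Mmd2 after neqc). Bhmt, which remethylates homocysteine, fell by 1.16 (standard error 0.12), and Ass1, the argininosuccinate synthase of the urea cycle, fell by 0.91 (standard error 0.08). Another probe of Mup5 differed by -0.09 (mean over its probes -0.54), and probes of the Mup, Cyp2d, Cyp4a and Gsta families can bind transcripts of near-identical paralogs. At an adjusted p under 0.05 from limma, 1942 probes were higher and 2199 were lower among the 11329 detected probes. Together they were 36.6% of the detected probes, the share beside which counts within gene lists are to be read. Most of these changes were small, since 497 of these probes changed at least 1.3-fold and 34 at least 2-fold, 27 of the latter upward. At an unadjusted p under 0.001 and a change of at least 30%, counted as a fold of 1.3 in either direction, 268 of all 25697 probes were higher and 207 were lower. At these thresholds median centring gave 163 higher and 436 lower, neqc gave 446 and 401, and a fold limit of 0.70 for lower probes left 88 lower. When arrays were only centred on their medians, 769 probes were higher and 3066 were lower, so that 20.1% of the calls were increases in place of 46.9%. The median log2 difference of all detected probes then moved from -0.01 to -0.07. Calls as lower that were gained only with median centring, and calls as higher lost with it, can reflect this shift.

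**Figure D1:**
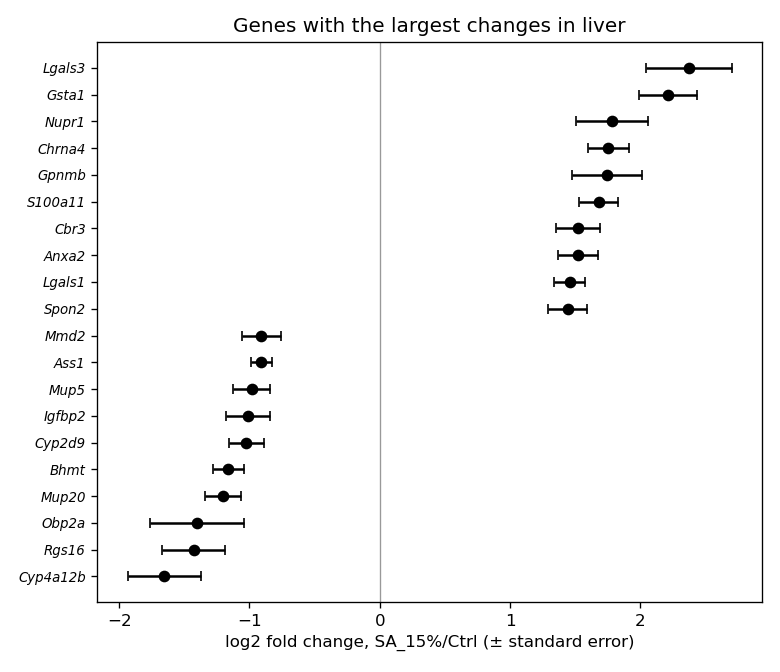
Log2 fold change (SA_15%/Ctrl) of the 10 genes with the largest increases and the 10 with the largest decreases among genes past an adjusted p of 0.05; points are the limma estimates over 15 mice per group and bars are standard errors. Changes run from -1.66 for Cyp4a12b to 2.37 for Lgals3.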

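Genes of glycolysis, glycogen metabolism, fatty acid transport and mitochondrial β-oxidation moved in both directions or by small amounts. Of 11 detected genes of glycolysis and fructose use, 1 was higher, 4 were lower and 6 did not pass the test (2 higher and 4 lower when adjusted over the list alone). The pyruvate dehydrogenase kinase gene Pdk4 rose by 0.72 on the log2 scale (standard error 0.15, adjusted p = 2.7e-04 from limma), while its relative Pdk2 fell by 0.55 and the liver pyruvate kinase gene Pklr fell by 0.43. Of 13 genes of glycogen metabolism, none was higher and 4 were lower, among them the phosphoglucomutase gene Pgm1, which fell by 0.15. The difference was -0.17 for the liver glycogen synthase gene Gys2 (standard error 0.08, adjusted p = 0.081) and -0.04 for the liver glycogen phosphorylase gene Pygl (standard error 0.05, adjusted p = 0.55). Centred on array medians only, Gys2 differed by -0.26 (adjusted p = 0.0065, the lowest of the alternatives, which reached up to 0.115) and Pygl by -0.16 (adjusted p = 0.0232, others up to 0.645). Of 11 genes of fatty acid and lipoprotein transport, 5 were higher and 4 were lower. Slc27a5, a bile acid and very long-chain acyl-CoA ligase, fell by 0.30 (standard error 0.03), and Slc27a2 fell by 0.21. Of 18 genes of mitochondrial β-oxidation, 7 were higher, 3 were lower and 8 did not pass the test. Decr1, which acts on unsaturated fatty acids, rose by 0.36 (standard error 0.07), whereas Hadhb fell by 0.15 and Hadh by 0.11 (adjusted p = 0.0446, and 0.0621 with all probes tested). The medium-chain acyl-CoA dehydrogenase gene Acadm rose by 0.18 and the short-chain gene Acads by 0.17, and neither call was kept with median centring alone (adjusted p = 0.57 for Acadm and 0.55 for Acads). A less bright probe of Acads gave -0.06, and its mean over probes did not pass (adjusted p = 0.353). Cpt2 differed by -0.06 (adjusted p = 0.33) and Ppara by -0.11 (adjusted p = 0.20), and with median centring alone both passed as lower (adjusted p = 0.016 and 0.031). For these lists camera gave adjusted p = 0.41 (glycolysis), 0.48 (glycogen), 0.89 (transport) and 0.33 (β-oxidation). The probes of Fabp1, Fabp2, Fabp3, Fabp4 and Fabp5 were detected in no liver and those of Cd36 and Cpt1a in 1 Ctrl liver each. These probes were thus at background in nearly all livers, which does not show that their genes are not expressed there. Cpt1b was detected in all livers and rose by 0.15 (adjusted p = 0.045 from limma), a call that several alternatives lost (adjusted p up to 0.338). Acacb was not analysed here.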

The complete list is available in Supporting Information (Table S1) and selected genes are presented in Table 3.

**Table 3:** Main metabolic pathways and gene expression.

Pathway	Gene name	Fold change (SA_15%_/Ctrl)
	Pck1	0.57 (0.51–0.64)*
Gluconeogenesis	Fbp1	0.73 (0.66–0.8)*
	G6pc	<0.3
Glycolysis	Gck	<0.3
	GYS2	<0.3
Glycogen	PyGL	<0.3
	Pgm	<0.3
	SCD1	1.63 (1.47–1.81)*
	FAS	<0.3
Lipogenesis	ACC	<0.3
	SREBP-1a	<0.3
	SREBP-1c	<0.3
	PPAR*γ*	1.37 (1.23–1.52)*
	FABPs	<0.3
Fatty acid transport	FATP	<0.3
	CD36	<0.3
	LPL	1.36 (1.21–1.53)*
	CPT I	<0.3
	CPT II	<0.3
	SCAD	<0.3
	MCAD	<0.3
Fatty acid oxidation	LCAD	<0.3
	VLCAD	<0.3
	Hadhb	<0.3
	Hadhsc	<0.3
	PPAR*α*	<0.3

SA, sebacic acid.

* p < 0.001 SA_15%_ is statistically different from Ctrl group.

Briefly, we observed a clear decrease in the expression of key gluconeogenic genes: Pck1 and Fbp1 [0.57 (0.51–0.63) fold and 0.73 (0.65–0.8) fold, respectively]. 

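Gluconeogenic genes were lower in SA_15% livers, above all Pck1 and the glucose-6-phosphate transporter gene Slc37a4. The log2 signal of Pck1, which encodes cytosolic phosphoenolpyruvate carboxykinase (probe ILMN_1213632), was 9.18 ± 0.22 (SD, n = 15 mice) in the Ctrl group and 8.29 ± 0.21 (SD, n = 15) in the SA_15% group, a fold change of 0.540 (99.9% interval of confidence 0.448 to 0.650, adjusted p = 1.6e-10 from limma). Every SA_15% liver lay below every Ctrl liver. Fbp1, which encodes fructose-1,6-bisphosphatase (probe ILMN_2785586), went from 12.17 ± 0.24 (SD, n = 15) to 11.66 ± 0.20 (SD, n = 15), a fold change of 0.699 (99.9% interval 0.577 to 0.848, adjusted p = 4.2e-06), with all 15 SA_15% livers below the Ctrl median. Slc37a4, which carries glucose-6-phosphate into the endoplasmic reticulum, fell by 0.69 on the log2 scale (standard error 0.06, adjusted p = 4.5e-10). Of 10 detected genes of gluconeogenic enzymes and transporters, 6 were lower, none was higher and 4 did not pass the test, and the counts were the same when adjusted over the list alone. The aminotransferase genes Got1 and Gpt, which supply carbon from amino acids, fell by 0.33 and 0.31, and Mdh1 fell by 0.20. The pyruvate carboxylase gene Pcx differed by -0.03 (standard error 0.05, adjusted p = 0.69). The list as a whole was lower than other genes (camera, adjusted p = 2.8e-04, and adjusted p = 0.041 with an estimated correlation). In the same livers, 9 of 18 genes of plasma proteins, which hepatocytes also make, were lower and 1 was higher, and their median log2 difference was -0.13 (95% bootstrap interval -0.28 to -0.09), beside -0.26 for the gluconeogenic list. That interval resamples the genes, not the mice, and so does not hold the spread between mice.

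**Figure D2:**
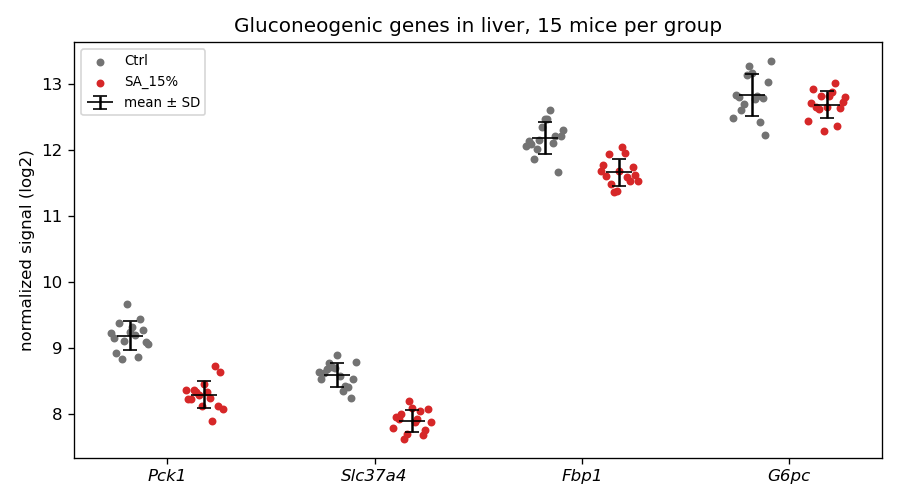
Normalized log2 signal of 4 gluconeogenic genes in liver; each point is 1 mouse (15 per group), and black marks give the mean and SD. For Pck1 and Slc37a4 all 15 SA_15% mice lie below every Ctrl mouse, while the groups overlap for G6pc.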

Glucose-6-phosphatase was not different between groups. 

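G6pc, the catalytic subunit of glucose-6-phosphatase (probe ILMN_1245103), had a log2 signal of 12.82 ± 0.32 (SD, n = 15 mice) in the Ctrl group and 12.68 ± 0.20 (SD, n = 15) in the SA_15% group. The fold change was 0.908 with a 99.9% interval of confidence of 0.723 to 1.14 (adjusted p = 0.24 from limma), and 10 of 15 SA_15% livers lay below the Ctrl median. Its more widely expressed relative G6pc3 differed by -0.05 on the log2 scale (standard error 0.05, adjusted p = 0.47). The call for G6pc depends on the processing, since it passed as lower with arrays centred on their medians only (log2 difference -0.27, adjusted p = 0.022) and with a pooled error (-0.14, adjusted p = 0.022), while over all alternatives its adjusted p ran from 0.0219 to 0.307. Median centring moved the median of all detected probes downward too, from -0.01 to -0.07, so the call gained with it can reflect that shift.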

For lipogenesis, only SCD1 and PPAR*γ* [1.6 (1.47–1.81) fold and 1.37 (1.23–1.52) fold, respectively) were upregulated in the SA_15%_ group. 

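Scd1 and Pparg rose, while the other lipogenic genes of Table 3 that could be measured did not pass the test. The stearoyl-CoA desaturase gene Scd1 (probe ILMN_1237375) rose from a log2 signal of 13.48 ± 0.66 (SD, n = 15 mice) in the Ctrl group to 14.24 ± 0.21 (SD, n = 15) in the SA_15% group, a fold change of 1.69 (99.9% interval of confidence 1.12 to 2.56, adjusted p = 5.3e-04 from limma), and 14 of 15 SA_15% livers lay above the Ctrl median. Plasma protein genes were used here only below a mean log2 signal of 14, to avoid saturated probes. Scd1 lay above that in SA_15% livers, where a rise and the spread can appear smaller than they are. Pparg, the nuclear receptor PPARγ (probe ILMN_1221060), rose from 8.40 ± 0.18 (SD, n = 15) to 8.89 ± 0.15 (SD, n = 15), a fold change of 1.41 (99.9% interval 1.22 to 1.63, adjusted p = 9.4e-08). A less bright Pparg probe also rose, by 0.28 on the log2 scale. The fatty acid synthase gene Fasn differed by -0.05 (standard error 0.09, adjusted p = 0.71). Its probe was dim, at a log2 signal of 6.57 in Ctrl and 6.53 in SA_15% livers, where a change can appear smaller than it is. The acetyl-CoA carboxylase gene Acaca differed by 0.25 (standard error 0.12, adjusted p = 0.11), and passed as higher with a pooled error (adjusted p = 2.9e-04). Srebf1 differed by -0.09 (standard error 0.14, adjusted p = 0.66), and its probes do not tell SREBP-1a from SREBP-1c here.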

LPL was increased by 1.36 (1.21–1.53) fold.

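Lpl, which encodes lipoprotein lipase (probe ILMN_2692723), had a log2 signal of 7.55 ± 0.34 (SD, n = 15 mice) in Ctrl livers and 8.03 ± 0.51 (SD, n = 15) in SA_15% livers. This is a fold change of 1.39 with a 99.9% interval of confidence of 0.968 to 2.00 (adjusted p = 0.010 from limma), and 14 of 15 SA_15% livers lay above the Ctrl median. At the unadjusted p under 0.001 the change did not pass with limma (p = 0.0021) or with the classical ANOVA (p = 0.0051), and it passed with a pooled error (p = 6.8e-10).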

Complete raw data can be consulted at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=bhkzvuyouoqeczk&acc=GSE21083

## Discussion

The current study shows that 6 weeks' supplementation with the 15% energy dose of SA promotes a long-lasting stabilization of fasting glycaemia and a clear improvement of OGTT-induced glycaemia both contributing to a marked reduction of HbA1c values. At the end of the supplementation, fasting glycaemia of the SA_15%_ group was comparable to that of lean healthy db/+ animals [22], while non-supplemented animals' fasting glycaemia increased by ∼75% during the study.

Excessive HGP is a major contributor to both fasting and postprandial hyperglycaemia and is suppressed by insulin by inhibiting the expression of gluconeogenic enzymes, namely phosphoenolpyruvate carboxykinase 1 (Pck1), fructose-1,6-bisphosphatase (Fbp1) and glucose-6-phosphatase. We were able to show that a 15% supplementation with SA during 6 weeks decreased Pck1 and Fbp1 mRNA levels (−75 and −38%, respectively). 

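Pck1 signal decreased by 46.0% and Fbp1 signal decreased by 30.1% relative to the Ctrl group when folds are taken as SA_15%/Ctrl. Taken the other way, the Ctrl level of Pck1 exceeded the SA_15% level by 85.3% and that of Fbp1 by 43.0%. Pck1 is also among the markers of periportal hepatocytes, the cells around the portal vein. Of 10 detected periportal markers 7 were lower and none was higher (8 lower when adjusted over the list alone; camera, adjusted p = 5.1e-05, and adjusted p = 0.027 with an estimated correlation), with a median log2 difference of -0.27 beside the lower plasma protein genes of the same livers. Of 12 markers of pericentral hepatocytes, 2 were higher and 4 were lower (camera, adjusted p = 0.52). The paper sets the lower Pck1 and Fbp1 expression beside studies in db/db mice in which silencing of Pck1, or lower Fbp1 activity, reduced glycaemia, and it proposes less hepatic glucose output among the ways in which sebacic acid may act.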

In a recent study, Gomez-Valades et al. [23] partially silenced Pck1 expression by ∼50% in the liver of db/db mice and observed a reduction of fed glycaemia confirming that the downregulation of Pck1 *per se* in the liver only can be sufficient to improve glycaemia in this model of T2D. Moreover, the phenotypes observed after SA supplementation showed similarities with the phenotype observed by Gomez-Valades et al. characterized by a dramatic decrease in liver glycogen, an increase in liver TG and an improvement of glucose tolerance. Moreover, in the current experiment, expression of Fbp1 was also reduced by 38% and it has been shown in db/db mice that troglitazone could exert hypoglycaemic effects only through decreased activity of Fbp1 [24]. Moreover, key transcription factors of Pck1 and Fbp1 were also (although non-significantly) reduced—FoxO1: −30%, HNF4*α*: −20% and PGC1*α*: −25%. 

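All 3 transcriptional regulators were lower in SA_15% livers. Foxo1 (probe ILMN_2656498) had a log2 signal of 8.59 ± 0.21 (SD, n = 15 mice) in the Ctrl group and 8.18 ± 0.10 (SD, n = 15) in the SA_15% group, a fold change of 0.751 (99.9% interval of confidence 0.648 to 0.870, adjusted p = 2.0e-06 from limma). Hnf4a had a fold change of 0.815 (99.9% interval 0.711 to 0.935, adjusted p = 8.7e-05), and Ppargc1a one of 0.788 (99.9% interval 0.603 to 1.03, adjusted p = 0.012). In 15, 14 and 14 of 15 SA_15% livers, respectively, the signal lay below the Ctrl median. Of 8 detected regulators of gluconeogenesis, 5 were lower, 1 was higher and 2 did not pass the test, and the counts were the same when adjusted over the list alone. Cebpa and Cebpb fell by 0.18 and 0.13 on the log2 scale, and the glucagon receptor gene Gcgr rose by 0.15. These 3 calls lie near the threshold, and with all probes tested none of them passed (adjusted p = 0.0641 for Cebpa, 0.0625 for Cebpb and 0.0564 for Gcgr). With median centring alone Gcgr differed by 0.03 (adjusted p = 0.787, the highest of the alternatives, which reached down to 0.0211). The list as a whole did not pass (camera, adjusted p = 0.11).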

The role of FoxO1 in the pathophysiology of db/db mice has already been shown as well as the hypoglycaemic effect of its inhibition [25].

During OGTT, glycaemia was markedly reduced (AUC decreased by ∼40%) in the SA_15%_ group likely due to an improved (+∼30%), although non-significant, glucose-induced insulin secretion compared with both the SA_1.5%_ and control groups. Improved glucose-induced insulin secretion is probably due to decreased gluco- and lipotoxicity on the *β* cell. Indeed, beside chronically decreased glycaemia (supported by decreased HbA1c values), we observed after sacrifice that fasting plasma NEFA concentrations in the SA_15%_ group were decreased by ∼20%. Chronically lowered plasma NEFA concentrations, if confirmed, could have participated in parallel with decreased glycaemia to the improvement of glucose tolerance. Improvement of glucose tolerance could also be attributed to the relative decreased food intake observed after SA_15%_ compared with the control group. This is, however, unlikely as neither body weight nor body composition was different between groups. The improvement of diabetes symptoms in the SA_15%_ group is likely associated with a decreased loss of energy from glucose in urine. Therefore, food intake in the SA_15%_ group may reflect a more ‘normal’ situation compared with the unbalanced situation in the control group where animals lose much energy in the urine and consequently eat more to compensate. Similarly, the increased water consumption, usually observed in diabetes, was normalized in the SA_15%_ group (4 ml/day) but not in the control (12 ml/day) or low SA group (10 ml/day).

Even though not statistically significant, the 56% reduction in liver glycogen is important. Glycogen content is modulated by blood glucose concentration and by the insulin/glucagon plasma ratio. Although we did not measure glucagon, fasting insulinaemia were not different between groups therefore the chronic reduction of glycaemia was probably the primary cause of reduced liver glycogen in our experiment. On the other hand, during reduced GNG, liver glycogen could be used to maintain euglycaemia.

Although no toxicity of SA has been observed in rat and rabbit [26], the 20% increase in liver TG (although not significant) should not be overlooked. As none of the adipogenic genes expression were increased, *de novo* lipogenesis is unlikely to explain this increase. 

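Of 23 detected genes of lipogenesis and triglyceride synthesis, 5 were higher, 3 were lower and 15 did not pass the test, and the counts were the same when adjusted over the list alone. Among all detected probes 36.6% changed, so these counts do not set the list apart. Besides Scd1 and Pparg, the acetyl-CoA synthetase gene Acss2 rose by 0.48 on the log2 scale, the fatty acid elongase gene Elovl5 by 0.26 and the glycerol-3-phosphate acyltransferase gene Gpam by 0.24. Lpin1 and Lpin2, which encode phosphatidate phosphatases, fell by 0.24 and 0.22, and the diacylglycerol acyltransferase gene Dgat1 fell by 0.15. The list as a whole did not pass (camera, adjusted p = 0.52). With arrays only centred on their medians Elovl5, Acss2 and Gpam no longer passed (adjusted p = 0.263, 0.167 and 0.140). With the classical ANOVA neither Acss2 (0.0673), Gpam (0.0597) nor Lpin1 (0.0650) passed.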

Recent papers proposed interesting hypothesis for increased liver TG through PPAR*γ* and related target genes upregulation [27,28]. Matsusue et al. [27] showed that liver overexpression of FSP27 lead to hepatic steatosis by a reduced FA oxidation and a reduced TG turnover through an unknown mechanism. In the current experiment, we also observed increased PPAR*γ* (∼1.4-fold), adipsin and genes of the CIDE family (CIDE-a and FSP27; ∼1.4- and 2.1-fold increase, respectively) expression. 

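Genes of lipid droplets and targets of PPARγ rose together in SA_15% livers. Cidec, which encodes the lipid droplet protein FSP27 (probe ILMN_1222679), went from a log2 signal of 7.58 ± 0.74 (SD, n = 15 mice) in the Ctrl group to 8.73 ± 0.58 (SD, n = 15) in the SA_15% group, a fold change of 2.22 (99.9% interval of confidence 1.27 to 3.87, adjusted p = 1.5e-04 from limma). Cidea had a fold change of 1.32 (99.9% interval 0.907 to 1.92, adjusted p = 0.035) and was detected in 9 Ctrl and 12 SA_15% livers. After background correction with neqc its fold change was 1.61 (adjusted p = 0.035 from limma). Cidea no longer passed with all probes tested (adjusted p = 0.054), with the classical ANOVA (0.0545) or with a trended robust variance (0.0505). Of 14 detected genes of the list, 11 were higher, none was lower and 3 did not pass the test, and the counts were the same when adjusted over the list alone. The perilipin genes Plin4 and Plin2, which coat lipid droplets, rose by 0.80 and 0.34 on the log2 scale, the latter without passing under median centring alone (adjusted p = 0.121). G0s2, an inhibitor of adipose triglyceride lipase, rose by 0.41, the very low-density lipoprotein receptor gene Vldlr by 0.40 and the acyltransferase gene Mogat1 by 0.39. Cideb differed by 0.04 (adjusted p = 0.53) and Plin5 by -0.25 (adjusted p = 0.17). Camera placed the list above other genes (adjusted p = 2.8e-04, and adjusted p = 0.041 with an estimated correlation). Adipsin was not analysed here.

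**Figure D3:**
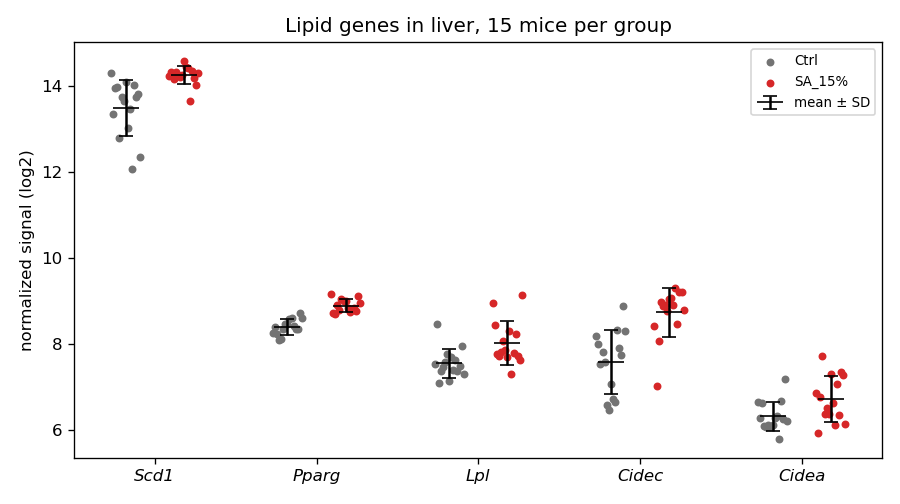
Normalized log2 signal of 5 lipid genes in liver; each point is 1 mouse (15 per group), and black marks give the mean and SD. Cidec has the widest spread within groups (SD 0.74 in Ctrl mice), and Pparg the narrowest (SD 0.18).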

As liver free fatty acid (FFA) concentrations were not different between groups (data not shown) reduced FFA oxidation is unlikely; a reduced TG turnover would more likely explain relative steatosis. The increased plasma KB concentrations are difficult to interpret as plasma NEFA concentrations were decreased. This could be due to the decreased Pck1 expression through decreased cataplerosis (the mechanism by which TCA cycle intermediates are used) as shown by Hakimi et al. [29]. When Pck1 is decreased, cataplerosis is also decreased; consequently Acetyl CoA is more available for KB synthesis.

Interestingly, insulin sensitivity of rats and mice fed a high-fat diet rich in medium-chain FAs was preserved in muscles and adipose tissue but not in the liver [30]. Authors also observed an approximately six times increase in liver TG induced by MCFA. These results show that mono- or dicarboxylic medium-chain FAs are interesting substrates for reducing insulin resistance despite increased liver TG content.

In conclusion, after a 6 weeks' supplementation with SA we were able to show promising results on glucose metabolism like decreased fasting glycaemia improved HbA1c level and improved glucose tolerance in db/db mice. The mechanism of action is still unclear but SA supplementation may act synergistically at the level of glucose production by reducing hepatic glucose output, or by improving glucose-induced insulin secretion or peripheral insulin sensitivity. However, additional experiments are required to address the precise mechanism of action of SA on both glucose production and insulin sensitivity.

Finally, medium- or long-chain di-acids are a novel class of compounds that seems to present interesting properties for glucose control. Indeed, another dicarboxylic acid, norbixin (a carotenoid with 20 carbon-chain length and used as a natural pigment from the achiote shrub) has been shown to increase glucose uptake in 3T3-L1 adipocyte [31]. It would be therefore worth investigating further the promising properties of this family of compounds.

## Supporting Information

**Table S1.** Complete list of differentially regulated genes with an arbitrary cut-off at +30% (grey cells) or −30%-fold with p < 0.001. The ‘fold change’ column is the difference between the SA15% group and the control group. The third and the fourth columns represent the lower and upper confidence limits (LCL and UCL). Genes are sorted by alphabetical order.

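Each row of Table S1 is a probe, and its fold sets the SA_15% group against the Ctrl group, so that 1 means no difference; how signals were averaged for it is not given in the sources used here. The first 7.78% of its 25697 rows were used here, with folds from 0.656 to 2.24. The table has as many rows as the array has probes. Folds recomputed as ratios of geometric mean signals over 15 SA_15% and 15 Ctrl livers, from the authors' deposited normalized values, differed from these by a median of 0.005 on the log2 scale and by at most 0.096 (Pearson's r across probes 0.991, where probes are not independent replicates).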

How the deposited data were processed for this re-analysis (not part of the article)

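Liver RNA of 15 Ctrl and 15 SA_15% db/db mice, each mouse on 1 Illumina MouseRef-8 v1.1 array, was compared. The authors scanned the arrays with the BeadArray Reader and summarized bead signals; the submitters' processing notes name GenomeStudio 2009.2. The authors deposited for each array the mean signal intensity of 25697 probes, not normalized and not background corrected, with a detection p-value per probe. A second deposited table holds the authors' quantile normalized intensities on a linear scale, and each of its columns ranked the probes as the array's own signals did (rank correlation 1). Medians of its columns ran from 67.9 to 68.0. Its values come from the same arrays and served as an alternative.

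Intensities were quantile normalized and log2 transformed (limma 3.58.1, R 4.3.3), as the paper's methods state. A probe counted as detected with a detection p-value under 0.05 on at least 15 of 30 arrays, which kept 11329 probes. Each probe was tested with limma's lmFit and eBayes, SA_15% against Ctrl, and adjusted by the Benjamini-Hochberg method over the detected probes. For the paper's thresholds (p under 0.001 and a change of at least 30%, taken as a fold of 1.3 up or down) all 25697 probes were tested. The global error assessment of the paper was approximated as an alternative, called pooled error in the text, with each probe's variance replaced by the running median of the 201 probes nearest in mean signal. Fold changes carry 99.9% intervals, as in the paper.

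Gene names came from the platform annotation, updated through Entrez identifiers to the symbols of the RefSeq annotation of assembly GRCm38.p6; 23978 probes had 1 gene symbol, none had several and 1719 had no name here. Of the named probes 23962 were updated and 16 kept the annotation's symbol. No coordinates are given. For a gene with several detected probes, the probe with the highest mean signal was used. The text names the genes the paper names, the 10 largest increases and 10 largest decreases among named genes past an adjusted p of 0.05, and up to 4 genes of each gene list with the smallest p-values; 32 further list members named in the text were chosen after their values were seen: G6pc3, Pcx, Got1, Mdh1, Cebpa, Cebpb, Gpam, Lpin1, Lpin2, Acss2, Cideb, Plin2, Plin4, Plin5, G0s2, Cyp4a12a, Srebf2, Cyp2b10, Gclc, Gsta2, Txnrd1, Srxn1, Arntl, Clock, Per2, Dbp, Nfil3, Noct, Chac1, Marco, Lyz1, Ctss. Values in the paper's Table 3 and the first 7.78% of Table S1 had been seen when this rule was set. The 36 gene lists were tested with camera where at least 5 genes were detected.

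Simulated data, made with the means and variances of the 11329 detected probes of SA_15% against Ctrl and 200 changed probes, were used to test the code: 41 of 50 probes changed 1.2-fold, 47 of 50 changed 1.3-fold and all 50 changed 1.5-fold were recovered, with 4 false calls. The simulated noise was normal and independent between probes, and far fewer probes changed than on the real arrays. These counts thus check the code and do not give error rates for the real arrays. The number of arrays limits the precision of all values. Arrays were compared before averaging; within a group the correlation of 2 arrays ran from 0.983 to 0.996 and no arrays were duplicates. Alternatives covered background correction (neqc), median centring, the second deposited table, filters, tests, variance priors, array weights, a replicate block, leaving out each array, camera's correlation, the rule for probes and the fold limit. The leading component of the residuals as a covariate was chosen after seeing the data. A BeadChip block was not run, since the columns do not give the chip. The SA_1.5% group was not analysed here.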

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

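The tests of single lists against other splits (with and without allowance for the choice among lists), of the amino acid list and other lower lists against plasma protein genes, of collection time and of macrophage against stellate cell and endothelial markers (with and without Gpnmb) were chosen after the results were seen, and for collection time and for macrophage against stellate cell markers the rule for reading the test was also changed after its value was seen; the other tests were set before. Camera placed 8 lists past its threshold, but in 100 splits of the 30 livers into 15 and 15 (the real one included) 14 gave as many, the highest 13, and the median of the other splits was 4, so chance is not excluded for the number of lists and camera's adjusted p-values with the preset correlation are likely too small here. Taken 1 list at a time, the median log2 difference was reached by 1 of 100 splits, the real one, for amino acid catabolism and urea cycle (-0.33, highest other 0.163), circadian clock (-0.33, 0.171), Nrf2 targets (0.41, 0.232), male-biased genes (-0.24, 0.157), periportal markers (-0.27, 0.174), gluconeogenic enzymes (highest other 0.160) and PPARγ targets (highest other 0.204), and by 2 of 100 for Kupffer cell and macrophage markers (0.36, highest other 0.374). These counts make no allowance for the choice of the 8 lists among 29 on the same livers. With each list's median divided by its SD over the other splits, and the highest of all 29 lists taken in each split, the highest other split reached 4.06. The real value was 6.03 for PPARγ targets, 5.49 for circadian clock, 4.97 for Nrf2 targets, 4.86 for amino acid catabolism and urea cycle, 4.17 for gluconeogenic enzymes and 4.16 for periportal markers (1 of 100 splits each), and 3.92 for male-biased genes (2 of 100). Chance is thus unlikely for these 7 medians, with little margin for the last 3, of which male-biased genes lay below the highest other split. It is not excluded, since 100 splits cannot show a share under 1 in 100 and the test was chosen after the results were seen. For Kupffer cell and macrophage markers the real value was 2.62, reached by 20 of 100 splits, so chance remains open for that list. Lists that camera did not call lay above 4.06 too: ketone body genes (4.43), TCA cycle (4.30) and endothelial markers (4.12). The splits thus make it likely that such medians differ between the groups, and they do not single out the lists that camera called. The gluconeogenic, periportal and PPARγ lists also hold genes that the paper reports as changed.

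Genes of amino acid catabolism and the urea cycle were lower: 15 of 20 detected genes fell and none rose (16 when adjusted over the list alone), with Bhmt, Ass1 and the tryptophan dioxygenase gene Tdo2 (-0.74) leading (camera, adjusted p = 1.1e-07, and adjusted p = 0.052 with an estimated correlation). With median centring alone the list's median was -0.44 (camera adjusted p = 1.5e-08). Median centring moved the median of all detected probes downward too, but far less, from -0.01 to -0.07. The list thus stayed lower than other genes without quantile normalization, and these values argue against that normalization as the cause. Fewer hepatocytes in the SA_15% samples remain open: 18 unsaturated genes of plasma proteins, listed beforehand and also made in hepatocytes, had a median of -0.13 (95% bootstrap interval -0.28 to -0.09), which spans the bound set for it, and the list's median lay at -0.20 relative to theirs (95% bootstrap interval of the difference -0.34 to 0.04), so neither test decides whether this is part or all of the cause. It remains open in the same way for other lower lists of hepatocyte genes, whose medians relative to the plasma protein genes were -0.13 for gluconeogenic enzymes (-0.41 to 0.11), -0.14 for periportal markers (-0.45 to 0.04) and -0.12 for male-biased genes (-0.41 to 0.14). All of these intervals resample genes, not mice, and so do not hold the spread between mice. The sebacic acid diet and the lower food intake that the paper reports for this group stay open and untested.

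Circadian clock genes were lower: of 16 detected genes 11 fell and none rose (1 higher and 11 lower when adjusted over the list alone), with Noct (-0.66), Dbp (-0.59), Usp2 (-0.48) and Per2 (-0.43) leading (camera, adjusted p = 9.5e-04, and adjusted p = 0.052 with an estimated correlation). A few livers cannot account for it, since the mean of the list lay below the Ctrl median in 15 of 15 SA_15% livers. Arntl, Clock and Nfil3, which peak at the opposite phase, had a mean log2 difference of 0.16 (95% interval 0.005 to 0.320), which a different hour of collection in the 2 groups would need, although these genes come from the same list and none of them passed with limma alone (Nfil3 0.24, adjusted p = 0.0606, and 5.9e-04 with a pooled error; alternatives from 5.9e-04 to 0.356). A shift of phase with the diet would give such values too and was not tested. The sources used here give no hour or order of collection.

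Of 12 detected markers of Kupffer cells and macrophages 7 were higher and none was lower (8 higher when adjusted over the list alone), with Gpnmb (1.74), Vsig4 (0.61), Lyz1 (0.50, from a log2 signal of 9.68 to 10.18) and Lyz2 (0.48) leading, of which Lyz1 and Lyz2 lost their calls with median centring alone (adjusted p = 0.136 and 0.0526), while Marco (-0.09, adjusted p = 0.38) and Ctss (-0.01, adjusted p = 0.91) did not pass. Lyz1 also lost its call with all probes tested (adjusted p = 0.0579 from limma), with the classical ANOVA (0.0582) and with a trended robust variance (0.0547). Camera gave the list an adjusted p = 0.013, and adjusted p = 0.49 with an estimated correlation and 0.062 with the strict filter. Markers of other cells moved with the group too, since 4 of 11 endothelial markers were higher and none was lower (median 0.16; camera, adjusted p = 0.083, and 0.030 without a filter) and the red blood cell genes Hba-a1 and Slc4a1 rose by 0.77 and 0.23. Fewer hepatocytes, which would raise the markers of other cells alike, remain open, because macrophage markers moved 0.36 more than stellate cell markers (95% interval 0.12 to 0.60, permutation p = 0.0038, two-sided, 100000 resamples) and 0.28 more than endothelial markers (0.06 to 0.50, p = 0.0154), but without Gpnmb these differences were 0.24 (-0.02 to 0.49, p = 0.0676) and 0.16 (-0.08 to 0.39, p = 0.191). The list mean lay above the Ctrl median in 15 of 15 SA_15% livers, which argues against a few livers as the cause for the list with Gpnmb. Gpnmb alone lay above its Ctrl median in 15 of 15, and the count was not repeated without it. It thus does not decide the point for the other markers. More macrophages, or a change in their state, remain open as hypotheses.

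Of 15 detected Nrf2 targets, which encode antioxidant and detoxifying enzymes, 9 rose and none fell, led by Cbr3, Srxn1 (1.17), Gsta2 (0.89) and Gstm1 (0.79; camera, adjusted p = 1.2e-05, and adjusted p = 0.052 with an estimated correlation); Gclc (0.08, adjusted p = 0.34) and Txnrd1 (0.01, adjusted p = 0.92) did not pass. Of 12 male-biased genes 8 fell and 2 rose (camera, adjusted p = 0.043, and adjusted p = 0.39 with an estimated correlation), and the Cyp4a12a probe, to which the list's entry Cyp4a12 was matched, differed by 0.19 (adjusted p = 0.14), while Cyp4a12b, outside the list as matched, fell by 1.66 (adjusted p = 2.6e-05). The periportal markers share 4 genes with the amino acid list.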

How the results depend on the processing

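The probe counts stayed within 1.5 times of the values given at the claims, apart from the following. Past the paper's thresholds, neqc gave 847 probes, 446 higher and 401 lower. Median centring gave 163 higher and 436 lower, with 769 higher at an adjusted p under 0.05. A fold limit of 0.70 gave 88 lower, by its own construction. The cause of the other moves was not tested. Leaving out each array gave 3926 to 4128 changed probes and 464 to 506 past the paper's thresholds, and log2 changes of -0.92 to -0.86 for Pck1, -0.55 to -0.49 for Fbp1, 0.66 to 0.82 for Scd1, 0.47 to 0.52 for Pparg and 0.40 to 0.54 for Lpl, with no call lost for these 5 genes.

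In 100 splits of the livers no other split came near the 4141 changed probes (highest other 132) or the 475 past the paper's thresholds (highest other 46); in each case 1 split of 100, the real one, gave as many, so chance is excluded.

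Among gene lists, camera's adjusted p with an estimated correlation was 0.052 for Nrf2 targets, 0.052 for circadian clock, 0.052 for amino acid catabolism, 0.39 for male-biased genes and 0.49 for Kupffer cell markers, which no longer passed. Male-biased genes also did not pass with median centring (0.073) or the mean over probes (0.054), nor Kupffer cell markers with the strict filter (0.062). PPARα targets passed with median centring (0.042) and without a filter (0.017), TCA cycle (0.019) and cholesterol synthesis (0.031) with median centring, and endothelial markers without a filter (0.030). The cause was not tested.

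Of 2170 results for 183 named genes, 2099 kept direction and side of the threshold, 48 lost the call (21 of them with median centring), 22 gained one and 1 turned: Apoc2, whose probes disagree, at -0.026 with the mean over its probes. The replicate number as a block gave 4459 changed probes, 2129 higher and 2330 lower. Livers sharing a number had deviations that correlated from -0.07 to 0.39 (median 0.163, against -0.023 for livers of different numbers), and 4 of 15 Ctrl and 6 of 15 SA_15% livers correlated best with the liver of their own number in the other group, a hint of shared structure. As 10 of the 15 pairs, not every pair, lay over 0.1, the numbers are not treated as pairs, and the splits take no account of them; the block added 3 calls among the named genes, Gys2 (adjusted p = 0.0311), Plin5 (0.0344) and Nfil3 (0.0349), and changed no list's call. With the leading residual component as a covariate, chosen after seeing the data, 4548 probes changed. The BeadChip block was not run. Signals near background limit what dim probes can show.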

Differences from the paper's values

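With quantile normalization and limma, the counts and folds of the paper that were compared lay within 1.5 times of those here. Its percent decreases did so on the first of the 2 scales below, and on the second for all genes but Pck1. The paper's percent decreases in the discussion are 75 for Pck1, 38 for Fbp1, 30 for Foxo1, 20 for Hnf4a and 25 for Ppargc1a. On the scale of the fold Ctrl/SA_15% minus 1, the values here were 85.3, 43.0, 33.1, 22.7 and 26.8, all within 1.5 times of these. Relative to the Ctrl group the changes here were -46.0%, -30.1%, -24.9%, -18.5% and -21.2%. On this second scale only Pck1 lay beyond 1.5 times, so Pck1 alone tells the scales apart by that measure. The paper's own folds, 0.57 for Pck1 and 0.73 for Fbp1, tell the scales apart for both genes. Relative to the Ctrl group these folds are decreases smaller than 75% and 38%. On the first scale they come close to the paper's percents. At its thresholds the paper counts 288 higher and 182 lower; the counts here were 268 and 207 with limma. Of the alternatives set before the data were examined, median centring (163 and 436) and neqc (446 and 401) differed from both counts of the paper by more than 1.5 times, as the lower count did with a fold limit of 0.70 (88), a literal reading of a 30% decrease, while the pooled error (308 and 221), ANOVA (252 and 200), the second deposited table, the trended robust variance, array weights, the replicate block and detected probes alone did not.

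The paper describes the decreases of Foxo1, Hnf4a and Ppargc1a as not significant. At an adjusted p under 0.05 all 3 passed here, and at the paper's p of 0.001 Foxo1 (p = 2.6e-08) and Hnf4a (p = 3.5e-06) passed, Foxo1 also with a fold beyond 1/1.3. With the pooled error, an approximation of the global error assessment that the paper used, all 3 passed that p (2.5e-08 for Foxo1, 2.8e-06 for Hnf4a and 4.0e-07 for Ppargc1a), Foxo1 alone with such a fold; with the fold limit of 0.70 for lower probes none of the 3 would pass. The paper marks LPL as passing its p threshold. Here Lpl had p = 0.0021 with limma and p = 0.0051 with the classical ANOVA, and it passed with the pooled error (p = 6.8e-10). Cidea, which the paper gives as increased, had p = 0.011 with limma and passed with the pooled error (p = 1.1e-09); the paper's text gives no p-value for it. The discussion states that no adipogenic gene was increased. Of the 23 detected genes of lipogenesis and triglyceride synthesis, 2 passed the paper's thresholds here, Scd1 and Pparg, which the results of the paper also give as increased, and 5 were higher at an adjusted p under 0.05. At that adjusted p 36.6% of all detected probes changed in either direction. Pck1, Fbp1, Scd1, Pparg and Cidec passed the paper's thresholds with limma, ANOVA and the pooled error.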

Other observations

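Cholesterol synthesis, PPARα targets and energy metabolism held further changes of single genes. Of 18 genes of cholesterol synthesis 5 rose and 2 fell, with Hmgcs1 (0.98 on the log2 scale, standard error 0.20), Cyp51 (0.86) and Sqle (0.80) leading, while Sc5d fell by 0.34 and Srebf2 by 0.26 (camera, adjusted p = 0.18). Of 15 PPARα targets 8 rose and 3 fell. The hormone gene Fgf21 rose by 0.97 (standard error 0.19, adjusted p = 2.3e-04 from limma), Acot2 by 0.50 (0.84 after neqc) and Pex11a by 0.43, whereas Creb3l3 fell by 0.41 (camera, adjusted p = 0.083). Of 25 genes of peroxisomal oxidation, which shortens dicarboxylic acids, 8 rose and 3 fell (9 higher when adjusted over the list alone; adjusted p = 0.18), and of 13 genes of ω-oxidation 2 rose and 5 fell, with Cyp4f14 falling by 0.53 (adjusted p = 0.34). Of 15 TCA cycle genes 2 rose and 7 fell, among them Ogdh (-0.35), Dld (-0.34) and Sdhd (-0.31; camera, adjusted p = 0.17). Of 5 genes of ketone body metabolism and transport, 3 rose: Aacs (0.32), Bdh1 (0.31) and Slc16a6 (0.21), of which Aacs and Bdh1 did not pass with median centring alone (adjusted p = 0.189 and 0.0836). Acat1 did not pass in any alternative (adjusted p from 0.170 to 0.550). Camera gave this list an adjusted p = 0.17.

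In bile acid metabolism 3 of 16 genes rose and 6 fell, with Cyp8b1 falling by 0.70 (adjusted p = 0.33). Of 18 genes of xenobiotic metabolism 6 rose and 6 fell, Cyp2b13 rising by 1.21 and Cyp2b10 falling by 0.78 (adjusted p = 0.91). Of 12 genes of ER stress 3 rose, with Chac1 (0.82) and Ddit3 (0.64) leading, and 4 fell, among them Hyou1 (-0.34; adjusted p = 0.51). Of 13 genes of insulin and growth hormone signalling 2 rose and 6 fell (3 higher and 7 lower when adjusted over the list alone; adjusted p = 0.19). Of 7 female-biased genes 2 rose and 3 fell (adjusted p = 0.89), and of 22 acute phase genes 1 rose and 3 fell (adjusted p = 0.89). Endothelial markers had 4 of 11 higher (adjusted p = 0.083), of which Egfl7, Stab2 and Clec4g did not pass with median centring alone (adjusted p = 0.123, 0.153 and 0.357). Stellate cell markers had 1 of 7 higher (camera, adjusted p = 0.53), Vim with 0.26, which did not pass with median centring alone either (adjusted p = 0.0682). For lipogenesis the list's median (-0.02) and mean (0.09) differ in sign, as they do for ER stress (-0.08 and 0.03) and acute phase genes (-0.00072 and 0.03). Camera's direction was upward for lipogenesis and downward for the other 2; for xenobiotic metabolism it was upward beside a median of -0.09. Lists of cholangiocytes, lymphocytes, neutrophils, red blood cells, pancreatic acinar cells, adipocytes and skeletal muscle had under 5 detected genes and were not tested; among their genes Hba-a1 rose by 0.77, Slc4a1 by 0.23 and Car3, which hepatocytes also express, by 0.97, Amy2a5 fell by 0.26, and Alas2 differed by -0.12 (adjusted p = 0.24).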
